# Dynamic expression of chromatin modifiers during developmental transitions in mouse preimplantation embryos

**DOI:** 10.1038/srep14347

**Published:** 2015-09-25

**Authors:** Peter Nestorov, Hans-Rudolf Hotz, Zichuan Liu, Antoine H.F.M. Peters

## Abstract

During mouse preimplantation development, major changes in cell fate are accompanied by extensive alterations of gene expression programs. Embryos first transition from a maternal to zygotic program and subsequently specify the pluripotent and the trophectodermal cell lineages. These processes are regulated by key transcription factors, likely in cooperation with chromatin modifiers that control histone and DNA methylation. To characterize the spatiotemporal expression of chromatin modifiers in relation to developmental transitions, we performed gene expression profiling of 156 genes in individual oocytes and single blastomeres of developing mouse embryos until the blastocyst stage. More than half of the chromatin modifiers displayed either maternal or zygotic expression. We also detected lineage-specific expression of several modifiers, including *Ezh1, Prdm14, Scmh1* and *Tet1* underscoring possible roles in cell fate decisions. Members of the SET-domain containing *SMYD* family showed differential gene expression during preimplantation development. We further observed co-expression of genes with opposing biochemical activities, such as histone methyltransferases and demethylases, suggesting the existence of a dynamic chromatin steady-state during preimplantation development.

The first steps of mouse embryogenesis involve extensive chromatin remodelling of the two parental genomes, followed by activation of zygotic transcription and two subsequent cell fate specifications^1^. These critical processes take place in a narrow time window of four days and are substantially controlled by maternally provided components^2^. Initiation of global transcription is known as zygotic genome activation (ZGA) and occurs in multiple successive waves. ZGA starts in the zygote stage and continues with major bursts of *de novo* transcription at the 2- and 4-cell stages, while at the same time the maternally provided transcripts are degraded^3^,^4^.

The first two lineages in mouse embryos are the trophectoderm and pluripotent cells of the early blastocyst (32-cell stage), representing the outer layer and the inner cell mass (ICM) respectively. Lineage specification is regulated by transcriptional networks, driven by lineage-specific transcription factors, such as Cdx2, Sox2 and Pou5f1 (alias Oct4). The first significant differences between inner and outer cells in terms of cell fate and gene expression become evident at the 16-cell stage^5^, but a number of studies suggest that cell fate specification is initiated well before the 16-cell stage^6^,^7^. It is not yet fully understood which mechanisms specify cell fate in a system with high cell plasticity and stochastic fluctuations.

Before the first cell lineages are specified, there is extensive chromatin remodelling accompanied by alterations in histone and DNA methylation. The most striking changes occur in the zygote, where the two parental genomes are organized in two separate pronuclei. The paternal genome is inherited in a highly compacted and a largely histone-depleted conformation, and undergoes rapid decondensation and incorporation of maternal histones and protein complexes shortly after fertilization^8^. Subsequently the paternal pronucleus gains mono-, di- and tri-methylation on lysines 4 of histone H3 (H3K4me1, H3K4me2 and H3K4me3) and likewise on lysine 27 of H3 while these marks are inherited from the oocyte and maintained in the female pronucleus. The DNA methylation state is also actively reprogrammed by Tet3 proteins as well as passively via replication-associated mechanisms^1^,^9^,^10^. Interestingly, di-methylation of H3 on lysine 9 (H3K9me2) has been suggested to protect against DNA demethylation through the activity of Dppa3 (also known as PGC7/Stella), which binds to H3K9me2 and shelters the maternal genome from hydroxymethylation by the Tet3 protein^11^. It has further been proposed that chromatin-borne parental information, recognized by chromatin-binding proteins, may influence ZGA and lineage specification in the mouse embryo^12^,^13^,^14^. Thus, the dynamic changes in chromatin states that take place in a parent-of-origin specific manner during preimplantation development suggest important functions for histone modifying enzymes during early embryonic development.

Genome-wide expression profiling on pooled embryos gives global insights into the expression changes that occur during development^15^,^16^,^17^. However, given the partially stochastic nature of the developmental processes taking place in preimplantation embryos^6^,^7^,^18^,^19^, single-cell profiling approaches have a higher potential to shed light on the role of transcription factors and chromatin modifiers in defining gene expression states. Recent genome-wide RNA sequencing efforts have revealed complex expression patterns of moderately to highly expressed genes in single embryos^20^,^21^. The Biomark HD system (Fluidigm Corp., San Francisco, USA) and the dedicated microfluidic arrays enable an alternative, highly sensitive, measure for quantitative expression analyses of several hundred selected genes in single cells. The later method has been first used in mouse embryos by Guo and colleagues for a set of 48 genes^5^. While Guo *et al.* focused on certain lineage-specific genes, we describe here the expression dynamics of over 150 genes encoding for chromatin modifying proteins in preimplantation embryos at a single-cell resolution.

## Results

### Selection of genes and single-cell profiling

In order to understand how chromatin modifying complexes take part in the dynamic transcriptional changes during mouse preimplantation development, we selected 192 genes based on their function and assayed their expression in a total of 168 oocytes, zygotes and single blastomeres and a few groups of blastomeres isolated from preimplantation embryos (Fig. 1a, Supp. Table 1). For qPCR detection on the BioMark 96.96 chips, we used EvaGreen chemistry which enables the monitoring of unspecific PCR products and primer dimers. 

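The 168 samples comprised 11 MII oocytes, which are mature unfertilized eggs, 14 zygotes, 21 samples from 2-cell embryos, 7 from 3-cell embryos, 12 from 4-cell embryos, 27 from 8-cell embryos, 26 blastomere samples from 16-cell embryos and 50 from 32-cell embryos. Of the 26 and 50 late samples, 20 and 32 were single cells and the others were small groups of blastomeres. RNA of each sample was reverse transcribed and preamplified with the primers of all assays before the PCR on the chip. The authors deposited the cycle threshold (Ct) of 192 assays, 1 measurement per gene and sample, in which a Ct of exactly 30 marks a gene that was not detected and a lower Ct means more transcript. In 3 samples of 200 pg ESC RNA, the median SD of the Ct was 0.177 over the 139 genes detected in all 3, and 12 other genes were detected in only some of them. The spread of repeats at the lower RNA amounts of single blastomeres is not known from these. Of the 26208 values of the 156 retained genes, 3252 (12.4%) were at a Ct of 30 or above. The mean Ct of the 3 control genes was 12.9 ± 0.325 (SD, n = 11) in MII oocytes and 17.5 ± 1.25 (SD, n = 50) in 32-cell blastomere samples, so less template was measured in the late samples. A median of 12 genes (range 8 to 17) was not detected in an MII oocyte, and of 24.5 genes (range 7 to 36) in a 32-cell blastomere sample. The deposited data also hold 1 MII oocyte and 2 blastomeres of 32-cell embryos that are not among the 168. Their control genes had a mean Ct of 15.1, 22.7 and 20.9, where the highest among the retained samples was 13.5 in oocytes and 20.2 at the 32-cell stage; the paper states that cells with low or absent control gene expression were removed.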

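Stages were compared with limma, a linear model that draws the spread of each gene towards a value shared by all genes. The spread of a gene was estimated over all stages together. Blastomeres of 1 embryo are not independent replicates, so their values were averaged first and each oocyte or embryo entered the model as 1 unit. This gave 58 units, of which 8 came from the 2-cell, 3 from the 3-cell, 6 from the 4-cell, 7 from the 8-cell, 2 from the 16-cell and 7 from the 32-cell stage. The 11 blastomeres of 2-cell embryos whose embryo is not named were averaged into a single unit. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 156 genes, and a gene counted as changed at an adjusted p below 0.05. In simulated data with 40 of 156 genes shifted between MII oocytes and 16-/32-cell embryos, the model called 52.2% of genes shifted by 1 log2 unit, 73.9% of those shifted by 2 and 96.0% of those shifted by 4, and between 3.16% and 4.77% of its calls were genes that had not been shifted. The simulated values had the same spread at every stage for a gene and no floor for undetected genes. The real values have neither property, so these shares need not hold for them.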

After performing quality control analysis using the BioMark software, we discarded data for 36 genes due to non-specific signal. We next performed in depth data analysis for 156 remaining genes encoding for histone methyltransferases, histone demethylases, chromatin-binding proteins, as well as key transcription factors and signalling molecules. As a reference set for stage- and lineage-specific expression, we included 18 of the 48 genes used in the first Fluidigm-based study of mouse embryos by Guo *et al.*^5^. We converted raw Ct values to expression values and normalized them relative to the mean expression signal of three endogenous control genes *Hnrnpr*, *Ssu72* and *Ube2e1* (Fig. 1b, Supp. Table 1, GEO accession: GSE63632).

### Expression dynamics during the maternal-to-zygotic transition

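Expression was taken as 30 minus the Ct, and the mean of the same quantity over Hnrnpr, Ssu72 and Ube2e1 was subtracted within each sample, which gives a log2 scale. In the 35 samples that could be matched by name to Supplementary Table 1, these values differed from the table by at most 4.93e-05. The deposited table of normalized values holds other values: it equalled 30 minus the Ct relative to the mean of Gapdh, Hspa8 and Lmnb1 within 1.03e-08, whereas values relative to Hnrnpr, Ssu72 and Ube2e1 were off by up to 7.43. All 3 genes of that table are among the assays marked as failed in the quality control, so the Ct values and the control genes named in the paper were used. On this scale a gene that was not detected takes a value set by the control genes of its sample, on average −17.08 in MII oocytes, −17.07 in zygotes, −13.5 at the 2-cell stage and −13.09 in 16- and 32-cell blastomere samples. Of the 26208 values, 3302 (12.6%) were below −10. Among them, 84 belonged to genes that were detected, and 34 values of genes that were not detected lay above −10.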

Based on the frequency distribution of all normalized expression values, we defined the threshold of expression to be -10 (Fig. 1c). Using this threshold, we identified that the majority of the 156 analysed genes were expressed throughout preimplantation development. 

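The mean was above −10 both in MII oocytes and in the 76 blastomere samples of the 16- and 32-cell stages for 131 of the 156 genes, and 62 genes were above −10 in every one of the 168 samples.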

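A mean below −10 in the 11 MII oocytes and above it in the 76 blastomere samples of the 16- and 32-cell stages was found for 15 genes: Cbx6, Elf5, Esrrb, Fgf4, Fgfr3, Hand1, Krt19, Nanog, Prdm14, Smyd1, Sox17, Suv39h1, Tet1, Xist and 2410016O06Rik. Some of them were detected in part of the oocytes, and Tet1 (mean −10.17 ± 2.84, SD, n = 11) and Elf5 (mean −10.52 ± 2.75, SD, n = 11) each had 6 of 11 oocytes above −10. The opposite pattern was found for 7 genes, Cbx7, Dazl, Dlx1, Mecom, Pax6, Prdm6 and Scml2, and means below −10 at both ends for 3 genes, Kdm5d, Rbp2 and Setd7. These classes carry no test, since they rest on means alone. Medians in place of means gave 6 genes of the zygotic pattern, 9 of the maternal pattern and 7 expressed at neither end, and the deposited normalized table, tried after the data were seen, gave 7, 17 and 11. A threshold of −8 gave 12, 8 and 11, and a threshold of −12 gave 15, 3 and 0.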

There were only 16 genes showing exclusive zygotic expression (mean signal in MII oocytes below −10), another 7 genes were exclusively maternal (expressed above threshold in MII oocytes but not in morula and blastocyst cells) and 2 genes were not expressed at all (Fig. 1d, Supp. Table 2). The dynamic expression of the selected genes allowed us to confidently resolve the developmental transitions that occur during preimplantation development, which is visualized in the principal component graph in Fig. 1e. 

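A principal component analysis of the 168 samples, centred per gene and not scaled, placed 32.1% of the variance on the first component (SD 2.50 over 200 bootstrap draws of the samples) and 12.9% on the next (SD 0.862). On the first component, MII oocytes had a mean of −42.6 ± 4.22 (SD, n = 11) and zygotes of −44.6 ± 2.69 (SD, n = 14). The means were −14.9 at the 2-cell, −14.3 at the 3-cell, −8.98 at the 4-cell, 11.5 at the 8-cell, 18.5 at the 16-cell and 16.4 at the 32-cell stage, with SDs between 1.81 and 4.05. The other component separated the 4-cell stage, with a mean of −22.3 ± 4.71 (SD, n = 12), from the 32-cell stage, with a mean of 11.3 ± 6.77 (SD, n = 50). MII oocytes and zygotes lay at the same end as the 32-cell stage, with means of 12.4 and 12.8. In the deposited normalized table, tried after its control genes were known, the share of variance of PC1, the first component, was 41.2%, the farthest from the main value among the alternatives.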

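From MII oocytes to zygotes, 3 of 156 genes changed at an adjusted p below 0.05 from limma with Benjamini-Hochberg adjustment, and 22 had an unadjusted p below 0.05. Tada2a was lower in zygotes by 1.46 (standard error 0.22, adjusted p = 4.18e-06), Dmap1 by 1.02 (standard error 0.17, adjusted p = 1.32e-05), and Yap1 was higher by 0.76 (standard error 0.19, adjusted p = 0.0109), with Tada2a and Dmap1 chosen after their values were seen. From the zygote to the 2-cell stage 107 genes changed, 46 of them higher and 61 lower. The later steps gave 51 genes from the 2-cell to the 4-cell stage (11 higher, 40 lower), 77 from the 4-cell to the 8-cell stage (21 higher, 56 lower), 44 from the 8-cell to the 16-cell stage (31 higher, 13 lower) and 17 from the 16-cell to the 32-cell stage (14 higher, 3 lower). Only 2 embryos represent the 16-cell stage, and the numbers of units differ between steps, so the counts do not have equal power.

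**Figure D1:**
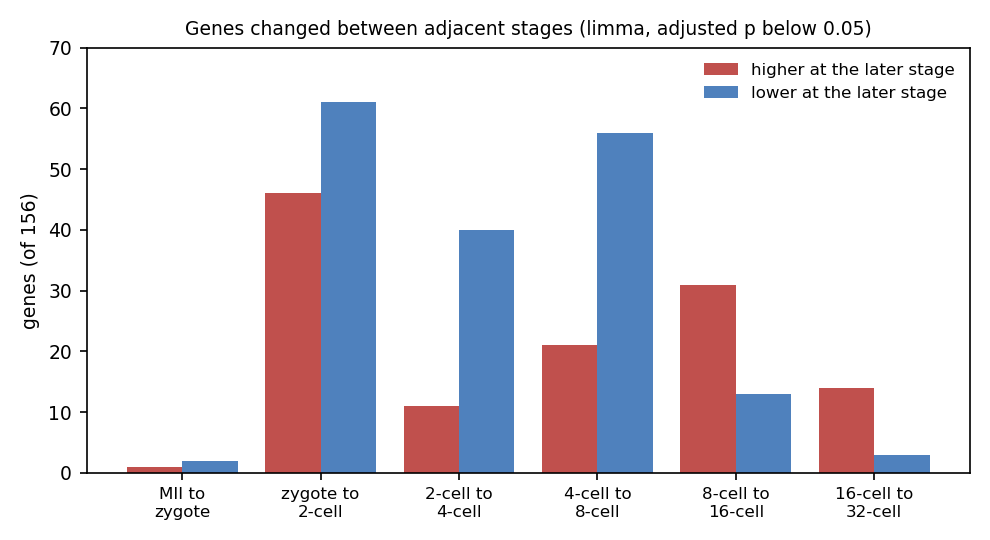
Number of genes, of 156, that were higher or lower at the later of adjacent stages (limma, adjusted p below 0.05). The step from the zygote to the 2-cell stage has the tallest bars, with 46 genes higher and 61 lower.

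How the changes divided into higher and lower depended on the control genes. Without normalization, a whole oocyte or zygote is set against samples that are mostly 1 or a few blastomeres of an embryo. Lower values without normalization can therefore reflect less template per sample. From the zygote to the 2-cell stage, the median of all genes moved by −0.33, by 0.09 without Hnrnpr and by −3.33 without normalization, and the genes higher and lower numbered 60 and 47 without Hnrnpr and 22 and 115 without normalization. With every sample set to its median instead of the control genes, the higher and lower genes numbered 15 and 31 from the 2-cell to the 4-cell stage, 35 and 38 from the 4-cell to the 8-cell stage, 20 and 19 from the 8-cell to the 16-cell stage and 14 and 12 from the 16-cell to the 32-cell stage. Without normalization the same steps gave 33 and 3, 18 and 24, 1 and 15, and 2 and 50. Leaving out Ube2e1 gave 13 and 22 from the 2-cell to the 4-cell stage and 10 and 5 from the 16-cell to the 32-cell stage, where leaving out Hnrnpr gave 9 and 4. The deposited normalized table gave 6 and 58 from the 2-cell to the 4-cell stage, 3 and 76 from the 8-cell to the 16-cell stage and 3 and 40 in the last step. Among the few genes changed from MII oocytes to zygotes, 0 were higher and 6 lower without Hnrnpr, and 3 were higher and 2 lower with sample medians.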

The strongest difference was the transition from the transcriptionally silent MII and permissive zygote stages to the transcriptionally active 2-cell and later preimplantation stages, i.e. the maternal-to-zygotic transition. The relative contribution of single genes to the two principal components is visualized in Fig. 1f (see also Supp. Table 2). The genes that account for most of the variation between single cells (i.e. genes that have highest loading value for the principal component analysis in the first two projections) are the maternal genes *Dazl, Mecom* (alias *Prdm3, Evi1*)*, Prdm6 and Scml2* on one hand, and the zygotically expressed genes *Cbx6, Elf5, Esrrb, Fgf4, Fgfr3, Hand1, Nanog, Suv39h1, Tet1, Xist* and *2410016O06Rik* (alias *NO66*) on the other. Furthermore, another group of genes that are continuously expressed from oocyte through blastocyst exhibited nonetheless clear changes in expression levels between stages and therefore contributed significantly to the first two principal components. This group comprises the predominantly maternal genes *Brdt, Dppa1, Jhdm1d, Kdm1b, Pcgf1, Phf19, Smyd3, Smyd4*, *Suv39h2, Tet3* and *Zp3* and the predominantly zygotic genes *Cdx2, Eif1a, Gata3, Kdm4c, Kdm5a, Krt8, Mll1, Pdgfra, Smyd1* and *Zfp42*.

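By the length of their loadings on the first 2 components, Xist ranked 1 (length 0.324), Dazl 3 (length 0.278) and Nanog 4 (length 0.276) among 156 genes; Mll1 ranked 2 (length 0.314). Of the 4 maternal genes, 2 were among the 30 longest loadings (ranks 3 to 39), and of the 11 zygotic genes 9 were (ranks 1 to 47). Between MII oocytes (n = 11) and 16-/32-cell embryos (n = 9), 59 genes were higher and 73 lower in the embryos, with a median difference of −0.35 over all genes. That median was 0.13 without Ssu72 (66 genes higher, 61 lower), −4.65 without normalization (19 higher, 117 lower) and −3.91 in the deposited normalized table (20 higher, 115 lower). All 4 maternal genes were lower in the embryos under each of these scalings, with a difference of −15.11 for Dazl (standard error 0.81, adjusted p = 1.20e-23), −12.12 for Scml2 (standard error 1.09, adjusted p = 9.88e-15), −7.75 for Prdm6 (standard error 0.95, adjusted p = 1.93e-10) and −6.61 for Mecom (standard error 0.60, adjusted p = 1.42e-14). The means of all 4 maternal genes in the embryos were below −10, so these sizes depend on the value given to undetected genes. With every value below −10 set to −10, the differences ranged from −12.78 to −4.02, and all 4 genes still passed. Among the zygotic genes, 10 of 11 were higher. The difference of Nanog was 17.93 (standard error 0.78, adjusted p = 2.34e-27), but it was not detected in any of the 11 oocytes, so its size depends on the value given to undetected genes. It was 10.85 with every value below −10 set to −10. Elf5 did not pass the threshold. It was higher by 1.07 (standard error 1.27, adjusted p = 0.433), was above −10 in 28 of 76 blastomere samples, and its difference turned to −3.23 without normalization and to −2.49 in the deposited normalized table. With the same common floor of −10 it was 1.58 and passed the threshold. Relative to the median of all genes, all 11 zygotic genes were higher.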

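All 11 predominantly maternal genes were lower in 16-/32-cell embryos than in MII oocytes, with differences from −3.83 (Smyd4) to −10.99 (Tet3) and adjusted p of at most 0.0015, and they were lower under every scaling. Of the 10 predominantly zygotic genes, 9 were higher. Smyd1 was not detected in any of the 11 oocytes, and its difference of 9.52 became 3.50 with every value below −10 set to −10. Cdx2 (3.20 higher, standard error 1.02, adjusted p = 0.00366) and Krt8 (2.51 higher, standard error 0.74, adjusted p = 0.00179) turned to lower values without normalization and in the deposited normalized table, where Kdm4c, Kdm5a and Mll1 stayed higher but no longer passed the threshold. Without normalization, whole oocytes are compared with 1 or a few blastomeres, so less template per sample can by itself lower these values. Gata3 was higher by 1.48 (standard error 0.93, adjusted p = 0.131), which did not pass the threshold, and it too turned to lower values under these scalings, but it passed with every value below −10 set to −10 (2.29). Its mean was −6.50 in MII oocytes, −12.09 at the 4-cell stage and −5.87 ± 6.29 (SD, n = 50) in 32-cell blastomere samples. All 10 genes were above the median change of the 156 genes. Of the 11 and 10 genes, 7 and 8 were among the 30 longest loadings, with lowest ranks of 55 and 40.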

Next, we looked for genes with similar expression patterns throughout preimplantation development, regardless of their absolute expression level. We centred expression values for each gene (subtraction of mean) and applied hierarchical clustering to the centred dataset (Fig. 2). The clustering gave three main branches, which we broadly classified as “maternal”, “ubiquitous” and “zygotic”, respectively, corresponding to a decreasing, constant, or increasing expression from MII oocyte to blastocyst stage. 

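After centring each gene, the 156 genes were clustered by Euclidean distance and complete linkage, the defaults of R, as the paper's text names neither. The tree divided into 3 gave branches of 7, 118 and 31 genes, with median differences from MII oocytes to 16-/32-cell embryos of −10.33, −0.88 and 7.25. The branch that fell held Brdt, Dazl, Kdm1b, Pax6, Scml2, Tet3 and ZP3. Within the middle branch the differences ranged from −7.75 to 8.44, so it also held genes that changed strongly. Branch sizes depended on the linkage: with average linkage they were 154, 1 and 1, the farthest from the main sizes. The paper broadly classifies its branches as maternal, ubiquitous and zygotic from their decreasing, constant or increasing expression.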

Most of the analysed genes (n = 67) demonstrated stable expression levels across stages. Slightly less genes (n = 58) were expressed stronger upon zygotic genome activation at the 2-cell stage. Finally, 31 genes exhibited constantly decreasing levels, suggesting maternally provided transcripts subject to degradation. We note that the “zygotic” cluster consists of several subsets of genes that show differential expression dynamics. Such stage specific expression dynamics is in line with previously reported transcriptional changes as measured by micro-array approaches^17^,^22^. In particular, some of the “zygotic” genes showed also maternal expression, however weaker than the expression detected in later stages. Also, the “zygotic” cluster includes most of the lineage-specific genes, which are expressed only in a subset of the 16-cell and 32-cell stage and form a separate subcluster. In this respect, some “maternal” cluster genes also showed differential expression in the morula and blastocyst embryos, though not necessarily correlated to the inner/outer lineage-specific cell identity.

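Of the 20 core genes of the ICM and trophectoderm sets, 7 were in the rising branch of 31 genes, 13 in the middle branch and 0 in the falling branch. Of the 68 genes associated with the lineage within 16- and 32-cell embryos, 18 were in the rising, 48 in the middle and 2 in the falling branch.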

### Lineage-specific expression

After we identified a significant change during the maternal-to-zygotic transition, we asked whether there is also a difference in the expression of chromatin modifiers along with the first cell fate specification events. As evident in the global PCA graph (Fig. 1e), there is a dramatic shift in gene expression from 8-cell to morula and blastocyst stage blastomeres. 

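Between the 7 embryos of the 8-cell stage and the 2 of the 16-cell stage, Pax6 had the largest difference, −10.49 from the 8-cell to the 16-cell stage (standard error 1.24, adjusted p = 1.92e-09). Mll1 was higher by 9.11 (standard error 1.91, adjusted p = 0.000249), Cdx2 by 5.35 (standard error 1.82, adjusted p = 0.0229) and Krt8 by 5.20 (standard error 1.32, adjusted p = 0.00276), while Hand1 was lower by 6.63 (standard error 2.42, adjusted p = 0.0354). These genes were chosen after their values were seen. Pax6 had a mean of −13.35 in 16-cell embryos and Mll1 of −12.90 in 8-cell embryos. Both lie below −10, so the sizes and the order of these 2 differences depend on the value given to undetected genes. With either 16-cell embryo left out, 18 or 19 genes changed in this step, and the remaining embryo was then assumed to vary like those of the other stages.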

To analyse this issue in more detail, we generated a correlation matrix for the expression of 156 genes in 16-cell and 32-cell blastomeres and performed hierarchical clustering (Fig. 3a, Supp. Fig. 1a). Next we determined the statistical significance of the correlations and clustered the genes according to the corresponding p-values (Supp. Fig. 1b, Supp. Tables 4 and 5). In both analyses, we identified two clusters of genes with mutually-exclusive expression patterns, representing “ICM” and “trophectoderm”-related gene sets. 

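Across the 76 blastomere samples, 12090 gene pairs were tested by Spearman correlation with a two-sided p, as in the paper's methods, and 4297 pairs (35.5%) had an unadjusted p below 0.05, of which 75.4% were positive. After Benjamini-Hochberg adjustment over all pairs, 2979 remained. The coefficients differed from those readable in Supplementary Table 4 by at most 0.000929. With 16-cell samples alone 2002 pairs had a p below 0.05, and without normalization, tried after the data were seen, 10269. The mean of the 12 core ICM genes and the mean of the 8 core trophectoderm genes had a rho of −0.679 over the 76 samples, on which the study chose both sets by their correlations, so this value is not independent evidence. Blastomeres share an embryo and a stage, so each gene was also tested against a lineage score, the mean of the core ICM genes minus the mean of the core trophectoderm genes with the tested gene left out, by permuting the score within the 9 embryos. At an adjusted p below 0.05 over 156 genes, 68 genes were associated, 46 towards the ICM and 22 towards the trophectoderm. Without normalization 35 genes were associated, which moved the count most. In simulated data with 30 genes tied to the score, this test called 92.3% of genes at a slope of 0.5 SD with 4.15% of its calls untied, whereas permuting over all samples gave 68.6% untied calls.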

As part of the core ICM set, we confirmed the presence of several transcription factors such as *Pou5f1, Sox2, Klf2, Klf4,* and signalling related molecules like *Esrrb, Pecam1* and *Pdgfra* that had been previously identified by Robson and colleagues^5^. 

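All 12 core ICM genes were positively associated with the lineage score in the test within embryos. Their rho over all 76 samples lay between 0.607 for Pou5f1 and 0.768 for Pdgfra. Part of each rho reflects differences between embryos, since the means over permutations within embryos lay between 0.108 for Klf4 and 0.326 for Scmh1. Among chromatin modifiers, Tet1 had a rho of 0.706 (Pearson r 0.793, and 0.797 without the 2 samples farthest from the median score), Ezh1 of 0.693 (r 0.762, and 0.748 without them), Trim28 of 0.692 (r 0.691, and 0.708), Prdm14 of 0.673 (r 0.686, and 0.683) and Scmh1 of 0.651 (r 0.608, and 0.631). The permutation p of r and of rho was 2e-05 for Scmh1 and 1e-05, the smallest possible, for the others. Over the 156 genes tested, the adjusted p was 0.00013 for Scmh1 and Pou5f1 and 7.09e-05 for the other core ICM genes. Adjusted over the list alone, all 12 also passed 0.05, which is not independent evidence because the study chose the list on these samples. Without normalization Trim28 and Pou5f1 no longer passed.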

Expression of several chromatin modifiers such as the Polycomb-genes *Ezh1* and *Scmh1*, the co-repressor *Trim 28* (*Kap1 or TIF1 *β**), the DNA demethylation enzyme *Tet1* and the histone methyltransferase *Prdm14* was strongly correlated to the known ICM markers^23^. In addition, expression of several other histone methyltransferases like *Nsd1, Setdb1, Setdb2, Setd1a, Setd5, Smyd5* and *Suv420h1* and the Trithorax-group genes *Mll1* and *Mll2* (alias *Kmt2a* and *Kmt2b*) as well as the H3K9-specific histone demethylases *Jmjd1c* and *Phf2,* the Polycomb protein *Sfmbt1* and the transcription factor *Tbx3* correlated with those of core ICM genes as well.

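Of these 13 genes, 7 passed an adjusted p of 0.05 in the test within embryos, and 7 did so adjusted over the list alone. Mll2 had a rho of 0.611 (permutation p = 3e-05, adjusted p = 0.000187; Pearson r 0.585, and 0.624 without the 2 farthest samples), Jmjd1c of 0.578 (p = 0.00012, adjusted p = 0.000604; r 0.523, and 0.526) and Nsd1 of 0.524 (p = 0.00011, adjusted p = 0.000572; r 0.526, and 0.528). Sfmbt1, Setd5, Tbx3 and Smyd5 passed with rho between 0.435 and 0.470. Setdb1, Setdb2, Setd1a, Suv420h1, Mll1 and Phf2 did not, with rho between 0.255 and 0.450 and adjusted p between 0.0815 and 0.809. Between 3 (single cells) and 10 (without Ssu72, or with the ICM genes alone as score) of the 13 passed when both stages were tested within embryos with other settings, and 0 passed without normalization. Part of each rho reflects differences between embryos: for Setdb1 the rho was 0.354 and its mean over permutations within embryos was 0.334. The assay named Mll2 lies on chromosome 15 in Supplementary Table 1, where the reference places Kmt2d, and Kmt2b is on chromosome 7; both carry Mll2 as a synonym.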

As part of the trophectoderm-related gene set, we observed known markers like *Cdx2*, *Dppa1, Gata3, Id2*, *Krt8, Tead4 and Tspan8*. 

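All 8 core trophectoderm genes, these 7 and Lats2, were negatively associated with the lineage score. The strongest rho was that of Gata3, −0.890 (r −0.805, and −0.800 without the 2 farthest samples), followed by Krt8 with −0.840 (r −0.851, and −0.839) and Cdx2 with −0.829 (r −0.735, and −0.729). Dppa1, Tspan8, Tead4 and Id2 ranged from −0.764 to −0.719. Each had a permutation p of 1e-05, the smallest possible, for both r and rho, and an adjusted p of 7.09e-05 over 156 genes, which is not independent evidence, since the study chose the 8 genes on these samples. Outside the paper's lists, genes with a negative rho past the threshold included Lrpap1 (−0.598), Fgfr2 (−0.506), Tada3 (−0.381) and Setd2 (−0.373).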

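Dnmt3b had a rho of −0.575 with the lineage score over the 76 blastomere samples (permutation p = 7e-05, adjusted p = 0.00039; Pearson r −0.598, permutation p = 2e-05, and −0.571 without the 2 farthest samples). At the 16-cell stage alone its rho was −0.0694 and at the 32-cell stage −0.519. Kdm1b had a rho of −0.530 (permutation p = 9e-05, adjusted p = 0.000484; r −0.440, permutation p = 0.00034, and −0.435 without the 2 farthest), with −0.437 at the 16-cell and −0.440 at the 32-cell stage. In the 6 embryos with at least 6 samples, the sign of Kdm1b was negative in 5.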

We identified a moderate trophectoderm-like expression pattern for the DNA methyltransferase *Dnmt3b* and the H3K4-specific histone demethylase *Kdm1b*. Notably, expression of two components of Hippo signalling were inversely correlated with cell fate. While *Lats2* expression correlated with trophectoderm-related genes, *Yap1* correlated with ICM markers.

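Lats2 had a rho of −0.646 with the lineage score (Pearson r −0.638, and −0.604 without the 2 farthest samples; permutation p = 1e-05 for both, adjusted p = 7.09e-05). Yap1 had a rho of 0.455 against a mean of 0.284 over permutations within embryos (permutation p = 0.0194, adjusted p = 0.0451; r 0.397, permutation p = 0.0299, and 0.451 without the 2 farthest). With values and score centred by embryo, the rho of Yap1 was 0.247 (adjusted p = 0.0596). Yap1 did not pass the threshold with all mapped samples, without Hnrnpr, without Ube2e1, with sample medians, without normalization or in the deposited normalized table. Its rho was 0.539 at the 16-cell stage (adjusted p = 0.0258) and 0.113 at the 32-cell stage (adjusted p = 0.394).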

We next aimed at estimating the capacity by which the different groups of genes can predict the lineage fate of individual blastomeres. Combining a lineage scoring algorithm with a principal component analysis, we were able to classify most blastomeres according to expression of the core ICM and trophectoderm gene sets (Fig. 3b). 

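The lineage score of the 76 samples differed from that of Supplementary Table 3 by at most 1.58e-05. It averaged −1.15 ± 4.24 (SD, n = 26, range −7.11 to 7.74) at the 16-cell stage and 3.67 ± 5.95 (SD, n = 50, range −8.71 to 10.1) at the 32-cell stage, with a median of 3.84 over both, and was positive in 49 of 76 samples. The paper's own column assigns 38 samples to the ICM and 21 to the trophectoderm by this score and leaves 17 undetermined. From the expression of both gene sets, the paper classifies most blastomeres.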

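In a principal component analysis of the 76 blastomere samples, the first component held 25.6% of the variance and the next 8.31%. The 20 core genes carried 80.5% of the squared loadings on the first component, although they are 12.8% of the genes, and 12 of the 20 longest loadings belonged to core genes. All 12 core ICM genes had loadings of one sign and all 8 core trophectoderm genes of the other. The component had a rho of 0.984 with the lineage score, and the study chose the core genes on these same samples. With the core genes alone it held 62.5% of the variance.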

As expected, the two sets of anti-correlating ICM- and TE-specific genes were accounting for most of the variability along the first principal component, which captures the lineage differences (Fig. 3c, Supp. Table 3). 

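The mean of Ezh1, Prdm14, Scmh1 and Tet1 was compared with a lineage score made without them, from the other 8 core ICM genes and the 8 core trophectoderm genes. Both lay on the same side of their medians in 64 of 76 samples (84.2%), in 20 of 26 (76.9%) with 16-cell samples alone and in 32 of 50 (64%) with 32-cell samples alone, whose median score lay within the upper cluster described below. In the paper's own assignment, of 59 samples called ICM or TE by lineage score, 50 had the same fate by the 4 genes, 1 the opposite fate and 8 were not determined. At the 16-cell stage (n = 26) rho was 0.636 (permutation p = 0.00094) and Pearson r 0.795 (permutation p = 2e-05), and 0.720 without the 2 samples farthest from the median score. At the 32-cell stage (n = 50) rho was 0.504 (permutation p = 0.00037), r was 0.780 (permutation p = 1e-05, the smallest possible), and 0.750 without the 2 farthest. The 32-cell scores formed 2 clusters with a gap of 4.77 between −4.26 and 0.51. Within the 40 samples above it, rho was 0.0745 (permutation p = 0.949) and r 0.0757 (permutation p = 0.955), or 0.255 without the 2 farthest. Within the 10 samples below it, from 4 embryos, rho was 0.188 (permutation p = 0.729) and r 0.614 (permutation p = 0.134), or −0.558 without the 2 farthest. In neither cluster was p below 0.05, in a comparison chosen after the values were seen. Between the clusters the 4-gene mean differed, also read after the values were seen. It was −3.58 or higher in every sample above the gap. Below the gap, the sample with a score of −4.26 had a mean of −2.40, and all others had −4.40 or lower. Pooled over both stages rho was 0.722, with a mean of 0.274 over permutations within embryos. The study chose the 4 genes and the genes of the score on these same samples, so these values are not independent evidence.

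**Figure D2:**
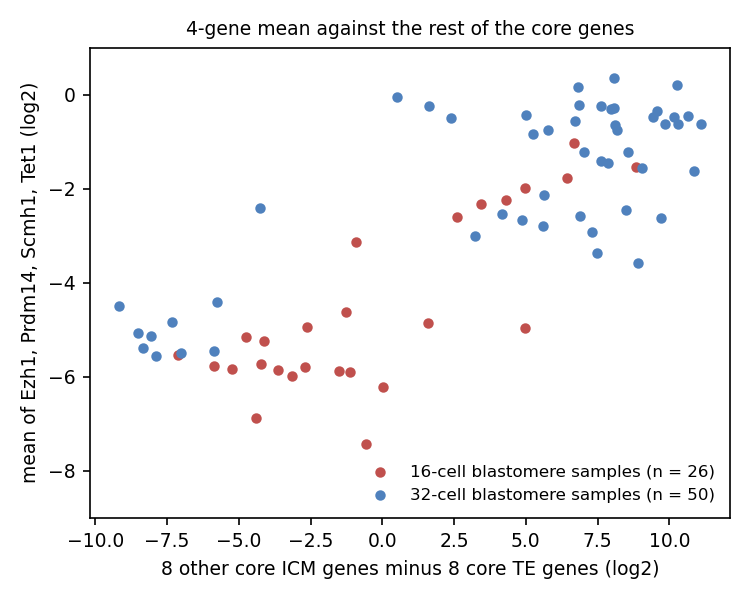
Mean of the 4 genes (log2, vertical axis) against the lineage score of the 16 other core genes (log2, horizontal axis), with each point a blastomere sample of the 16-cell (n = 26) or 32-cell (n = 50) stage. No 32-cell sample has a score between −4.26 and 0.51.

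The paper itself assigned cell fates from the signal of the 4 genes with thresholds for low, mid and high expression, and writes only of a possible function of these genes.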

Notably, we were able to faithfully assign the cell fates of the blastomeres solely based on the signal of the four genes *Ezh1, Prdm14, Scmh1* and *Tet1* (Supp. Fig. 2), underscoring the lineage specific expression and possible function of these epigenetic factors, as shown before for *Prdm14* and *Tet1*^23^,^24^,^25^.

In summary, these analyses broaden our understanding of the lineage-specific expression changes that accompany the first cell fate decisions by identifying a set of epigenetic modifiers that follow the expression of transcription factors and signalling molecules.

### Expression of chromatin modifying complexes

Following the global analysis, we decided to zoom in on specific protein complexes and chromatin modification pathways. For several protein families we observed that paralogous genes display either a maternal or zygotic expression pattern, suggesting stage specific functions (Fig. 4). Notable examples are the predominantly maternal H3K4 histone methyltransferase *Mll2* versus its zygotic homolog *Mll1*^26^ (Fig. 4a), as well as the maternal H3K9 methyltransferase *Suv39h2* versus the zygotic *Suv39h1*^27^ (Fig. 4c). In contrast, the core members of Polycomb repressive complex 2 (PRC2) (*Ezh2, Eed* and *Suz12*) are ubiquitously and highly expressed throughout preimplantation development^28^ (Fig. 4b). 

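Mll2 had a mean of 1.91 ± 0.35 (SD, n = 11) in MII oocytes, −1.69 at the 8-cell stage and 0.36 ± 0.59 (SD, n = 50) at the 32-cell stage, and was lower in 16-/32-cell embryos by 1.80 (standard error 0.21, adjusted p = 7.51e-11). Mll1 went from −6.19 ± 1.60 (SD, n = 11) in MII oocytes through −13.48 at the 8-cell stage to 0.25 ± 0.65 (SD, n = 50), a rise of 5.61 (standard error 1.07, adjusted p = 4.88e-06). At the 32-cell stage the means of both genes were 0.36 and 0.25. Suv39h2 fell from 1.97 ± 0.33 (SD, n = 11) to −4.81 ± 3.18 (SD, n = 50), a difference of −6.99 (standard error 0.40, adjusted p = 1.51e-22). Suv39h1 was at −12.64 ± 4.29 (SD, n = 11) in MII oocytes, reached −2.82 at the 2-cell stage and was at −3.87 ± 2.09 (SD, n = 50) at the 32-cell stage, higher by 8.36 in 16-/32-cell embryos (standard error 1.39, adjusted p = 3.34e-07). All 4 directions were kept under every scaling, but Mll1 no longer passed the threshold without normalization (1.31 higher) or in the deposited normalized table (2.05 higher).

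**Figure D3:**
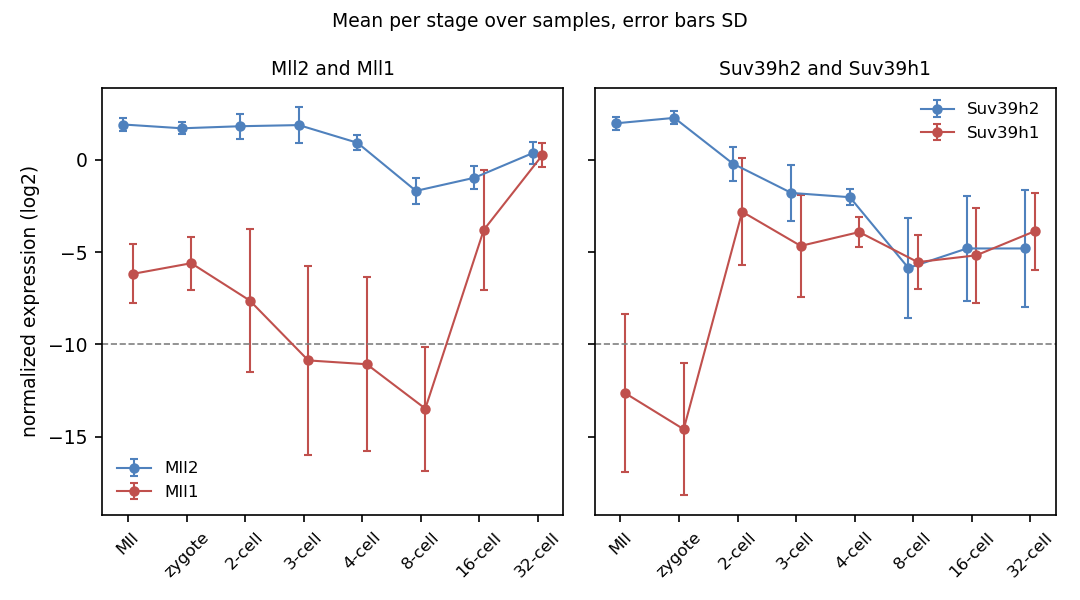
Normalized expression (log2) of paralogous genes by stage, as means over samples with SD as error bars; the dashed line is the threshold of −10. Suv39h1 lies below Suv39h2 in MII oocytes and above it at the 32-cell stage, and Mll1 reaches the level of Mll2 only at the 32-cell stage.

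From such opposite patterns of paralogous genes, the paper proposes stage-specific functions.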

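Ezh2, Eed and Suz12 were above −10 in every one of the 168 samples, with means of 4.99, 4.42 and 4.87 in MII oocytes (SDs of 0.18, 0.19 and 0.22, n = 11) and of 2.68, 2.15 and 3.59 at the 32-cell stage (SDs of 0.65, 0.66 and 0.74, n = 50). Their lowest stage means were 2.68 for Ezh2, 1.35 for Eed and 2.54 for Suz12. All 3 were lower in 16-/32-cell embryos than in MII oocytes under every scaling, by 2.18, 2.19 and 1.39 (standard errors 0.15, 0.17 and 0.16), with adjusted p of at most 7.32e-11.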

Core members of PRC1, the other major Polycomb repressive complex, show more diversity with *Bmi1* being maternal and *Ring1* and *Cbx6* being strongly zygotic^29^. 

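Bmi1 fell from 5.81 ± 0.23 (SD, n = 11) in MII oocytes through 1.42 at the 8-cell stage to 0.71 ± 0.66 (SD, n = 50) at the 32-cell stage. It was lower in 16-/32-cell embryos by 4.97 (standard error 0.21, adjusted p = 2.93e-28) and remained above −10. Ring1 rose from −6.92 ± 1.17 to −2.59 ± 2.25, a difference of 4.07 (standard error 0.96, adjusted p = 0.000139) that became −0.23 without normalization. Cbx6 rose from −12.43 ± 4.49 to −6.51 ± 4.20, a difference of 6.37 (standard error 1.80, adjusted p = 0.00118), and of 2.07 without normalization, where it did not pass. Its mean was −12.48 at the 4-cell and −9.81 at the 8-cell stage, so it rose later than the 2-cell stage.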

Interestingly, most of the histone demethylases are predominantly zygotically expressed.

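Among the 24 genes tagged as histone demethylases in Supplementary Table 1, 9 were higher in 16-/32-cell embryos than in MII oocytes, 12 were lower and 3 did not pass the threshold (Kdm1a, Kdm4b and Kdm5c). The genes higher were 2410016O06Rik, Jmjd1c, Jmjd4, Kdm3a, Kdm3b, Kdm4c, Kdm5a, Kdm5b and Kdm5d, and the median difference over the 24 genes was −0.22. These numbers depended on the scaling. They were 12 higher and 9 lower without Ssu72, 11 and 11 with sample medians, and 1 and 19 both without normalization and in the deposited normalized table. Relative to the median change of all 156 genes, 12 of the 24 were higher.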

Finally, we also analysed in detail the DNA methylation and chromatin remodelling players, as well as the poorly studied SMYD family of histone methyltransferase genes (Fig. 4d). 

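Dnmt3a had a mean of −1.03 ± 0.25 (SD, n = 11) in MII oocytes, −3.73 at the 4-cell stage and −1.68 ± 1.15 (SD, n = 50) at the 32-cell stage. Its difference between MII oocytes and 16-/32-cell embryos, −0.42 (standard error 0.34, adjusted p = 0.236), did not pass the threshold and became 0.06 without Ssu72. Without Ube2e1 it was −0.73 and passed, as it did without normalization (−4.72) and in the deposited normalized table (−3.98). Dnmt3b rose from −0.49 ± 0.21 (SD, n = 11) to 0.82 ± 1.20 (SD, n = 50), higher by 1.30 in 16-/32-cell embryos (standard error 0.25, adjusted p = 5.03e-06), but it became lower by 3.00 without normalization and by 2.26 in the deposited normalized table. Both genes had a lower mean at the 2-cell stage (−2.39 and −1.67) than in MII oocytes.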

We observed that *Dnmt3a* and *Dnmt3b*, two enzymes required for *de novo* DNA methylation, were predominantly maternally and zygotically expressed, respectively. This observation is consistent with protein levels of the two enzymes detected by immunofluorescence in preimplantation embryos^30^. We also measured a maternal versus zygotic division of labour for *Tet3* and *Tet1*, respectively, two homologous enzymes that oxidize methylated cytosine (5-mC) to hydroxymethyl-cytosine (5-hmC).

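Tet3 fell from 2.11 ± 0.20 (SD, n = 11) in MII oocytes through −1.96 at the 2-cell stage to −8.55 ± 3.76 (SD, n = 50) at the 32-cell stage, a difference of −10.99 to 16-/32-cell embryos (standard error 0.47, adjusted p = 6.78e-28), and 41 of 76 blastomere samples were above −10. Tet1 rose from −10.17 to −2.80 at the 2-cell stage and −1.30 ± 1.32 (SD, n = 50) at the 32-cell stage, higher by 8.48 (standard error 0.94, adjusted p = 9.81e-12), and all 76 blastomere samples were above −10. Both directions were the same under every scaling.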

All of the screened histone chaperones and chromatin remodellers were ubiquitously expressed from oocyte to blastocyst. 

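The paper's text does not list these genes. For ASF1A, ASF1B, Atrx, DAXX, DEK, H3f3a, H3f3b, Hira and Sirt1, a list drawn up after their values were seen, stage means stayed above −10 from MII oocytes to the 32-cell stage, and 66 of 76 blastomere samples were above −10 for H3f3a, 75 for DAXX and all 76 for the others. Their levels differed between stages. Of the 9 genes 7 were lower in 16-/32-cell embryos than in MII oocytes, with differences from −0.99 (DEK) to −3.87 (H3f3a), while Hira was higher by 0.92 (standard error 0.33, adjusted p = 0.00957) but lower without normalization and in the deposited normalized table. H3f3b did not pass the threshold (0.99 higher, standard error 1.22, adjusted p = 0.446). Its mean was 1.30 ± 6.10 (SD, n = 11) in MII oocytes and 2.29 ± 0.36 (SD, n = 9) in 16-/32-cell embryos. Zygotes had 3.29 ± 0.45 (SD, n = 14). With such a spread among oocytes, the direction of its difference is not settled. Without normalization and in the deposited normalized table all 9 genes were lower past the threshold. Of all 15 genes that Supplementary Table 1 tags like these, 3 were higher and 11 lower in 16-/32-cell embryos (Hira and Ring1 changed sign without normalization, and Hira also in the deposited normalized table). Among them, Brdt was above −10 in 53 of 76 blastomere samples, Rbp2 in 18 and Scml2 in 17.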

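Smyd3 was lower in 16-/32-cell embryos than in MII oocytes by 4.07 (standard error 0.50, adjusted p = 1.63e-10) and Smyd4 by 3.83 (standard error 1.11, adjusted p = 0.0015). Smyd5 was higher by 3.86 (standard error 0.36, adjusted p = 3.49e-14), a difference that became −0.44 without normalization and 0.30 in the deposited normalized table, and Smyd1 by 9.52 (standard error 0.69, adjusted p = 3.58e-18), or by 3.50 with every value below −10 set to −10, since no oocyte had a detected value. The difference of Smyd2, −0.53 (standard error 0.85, adjusted p = 0.558), did not pass the threshold; it was negative under every scaling and passed without normalization (−4.83) and in the deposited normalized table (−4.09). Its mean was −2.18 in MII oocytes, −8.64 at the 4-cell stage and −2.57 ± 1.98 (SD, n = 50) at the 32-cell stage, and 1 32-cell embryo lay far below the others, without which the difference was −0.18.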

As for the SMYD family genes, we again observed maternal-zygotic differences between the family members – *Smyd3* and *Smyd4* were enriched in the maternally-controlled stages, while *Smyd1*, *Smyd2* and *Smyd5* were expressed more strongly after ZGA. 

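Smyd1 was not detected in any of the 11 MII oocytes and was above −10 in 0 of 14 zygotes, 1 of 21 samples of the 2-cell stage, 0 of 12 of the 4-cell stage, 5 of 27 of the 8-cell stage, 12 of 26 of the 16-cell stage and 31 of 50 of the 32-cell stage. Its mean was −13.18 ± 3.45 (SD, n = 27) at the 8-cell, −10.13 ± 4.41 (SD, n = 26) at the 16-cell and −6.59 ± 4.44 (SD, n = 50) at the 32-cell stage.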

Notably, *Smyd1* displayed exclusively zygotic expression starting from the 8-cell stage on. The heterogeneous expression of *Smyd1* did not correlate with the lineage markers. In contrast, *Smyd5* showed higher expression in the ICM cells (Fig. 3a).

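Smyd1 had a rho of 0.0406 with the lineage score over 76 samples, against a mean of 0.210 over permutations within embryos (permutation p = 0.0619, adjusted p = 0.111). Its Pearson r was −0.0168 (permutation p = 0.0819), and 0.0358 without the 2 farthest samples.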

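Smyd5 had a rho of 0.435 with the lineage score (permutation p = 0.00751, adjusted p = 0.0202 over 156 genes) against a mean of 0.210 over permutations within embryos. Its Pearson r was 0.479 (permutation p = 0.00087), and 0.541 without the 2 farthest samples. The relation lay in the 16-cell samples, with a rho of 0.668 (adjusted p = 0.00364), and was not seen in the 32-cell samples, with a rho of 0.0775 (adjusted p = 0.783); the difference between the stages was not tested. Smyd5 did not pass with all mapped samples, with single cells only or with the trophectoderm genes alone as score. It also did not pass without Ube2e1, with sample medians, without normalization or in the deposited normalized table.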

## Discussion

By using specific target amplification coupled to microfluidic PCR, we quantified the expression of 156 genes in single-cell resolution during the first stages of mouse embryogenesis. These analyses revealed the expression dynamics of single genes during preimplantation development in relation to the other 155 genes. We confirmed previously shown transcriptional dynamics during preimplantation development of several transcription and signalling factors and a limited set of chromatin modifiers^5^,^23^ and significantly extended the depth of the single-cell profiling by including three times more targets with an emphasis on genes encoding chromatin modifiers.

We identified many transcripts showing a maternal- or zygotic-specific expression pattern. Intriguingly, paralogs of several chromatin modifying enzymes showed either pronounced maternal or zygotic expression, suggesting developmentally controlled division of labour. Examples are the major H3K9 methyltransferases *Suv39h1* and *Suv39h2*^27^ and the DNA methyl-cytosine dioxygenases *Tet1* and *Tet3*^31^. We also observed that the zygotic paralog *Tet1* is differentially expressed upon lineage specification and is enriched in the inner cell mass, which is in line with the described function of *Tet1* in maintaining the pluripotent state by preventing methylation of the Nanog promoter^25^. We provide data for the poorly characterized genes of the SMYD family and identified *Smyd2, Smyd3, Smyd4* and *Smyd5* as maternally provided, while *Smyd1* is expressed only after ZGA. *SMYD* genes have been shown to regulate transcription during muscle development by H3K4/H3K36 methylation but their role in germ cells and early embryos remains largely unexplored^32^,^33^,^34^.

An interesting and not yet fully understood issue in chromatin-based gene regulation is the co-expression of methyltransferases and demethylases modifying the same histone residues. The presence of both the “writer” and the “eraser” suggests a highly dynamic methylation state, maintained by the balance between the two opposing enzymes^35^. 

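Of the genes tagged as histone demethylases in Supplementary Table 1, 20 of 24 had a mean above −10 at every stage from MII oocytes to the 32-cell stage, and of those tagged as histone methyltransferases 31 of 41. The demethylases below −10 at some stage were 2410016O06Rik, Jmjd8, Kdm5d and Phf2. Ehmt2, Mll1, Prdm14, Prdm6, Setd7, Smyd1, Smyd2, Smyd4, Suv39h1 and Suv420h2 were the methyltransferases below it.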

Our study included a total of 24 histone demethylases and 41 histone methyltransferases, the majority of which were co-expressed during preimplantation development. 

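In the test within embryos over the 76 blastomere samples, 6 of the 24 histone demethylases were associated with the lineage score: Jmjd1c, Jhdm1d, Jmjd6, Kdm3a and Kdm5b towards the ICM and Kdm1b towards the trophectoderm. For Jhdm1d the rho was 0.232 (permutation p = 0.00106, adjusted p = 0.00385; Pearson r 0.189, permutation p = 0.0220, and 0.166 without the 2 farthest samples). The rho of Kdm3a, Jmjd6 and Kdm5b was between 0.127 and 0.180, with means over permutations between −0.170 and −0.0698 and adjusted p between 0.00269 and 0.0212. In 16-cell samples alone Jhdm1d and Kdm5b passed the threshold, and in 32-cell samples alone Jmjd1c and Kdm1b. With median normalization 7 demethylases passed, of which 2 were towards the ICM.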

Two demethylases showed lineage-specific expression in late preimplantation embryos. The H3K4-specific histone demethylase *Kdm1b* is strongly maternal but remains expressed also after ZGA and eventually becomes excluded from many of the ICM cells. 

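Kdm1b fell from 3.22 ± 0.17 (SD, n = 11) in MII oocytes to 1.15 at the 2-cell stage, −1.83 at the 8-cell stage, −3.33 ± 4.72 (SD, n = 26) at the 16-cell stage and −4.35 ± 3.82 (SD, n = 50) at the 32-cell stage. The difference between MII oocytes and 16-/32-cell embryos was −7.41 (standard error 0.31, adjusted p = 2.93e-28), lower under every scaling. It was above −10 in all samples up to the 8-cell stage, in 22 of 26 samples (84.6%) of the 16-cell stage and in 41 of 50 (82%) of the 32-cell stage.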

The non-ubiquitous expression pattern and correlation with trophectoderm markers makes *Kdm1b* a good candidate for lineage-specification studies. 

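Jmjd1c had means of −0.27 ± 0.27 (SD, n = 11) in MII oocytes, −0.82 at the 8-cell stage, −0.14 ± 0.99 (SD, n = 26) at the 16-cell stage and 1.09 ± 1.02 (SD, n = 50) at the 32-cell stage. Its rho with the lineage score was 0.236 within 16-cell samples (adjusted p = 0.432) and 0.437 within 32-cell samples (adjusted p = 0.0194), both by permutation within embryos. The sign was positive in 6 of 6 embryos with at least 6 samples. Without normalization Jmjd1c did not pass the threshold over the 76 samples.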

Another protein with a potential function in lineage specification is the putative^36^ demethylase *Jmjd1c*, which is enriched in ICM blastomeres of 16- and 32-cell embryo. In summary, we reveal the maternal-zygotic dichotomy within major epigenetic complexes and pathways, as well as the lineage-specific expression of some key chromatin modifying genes.

## Methods

**Oocyte and embryo collection, *in vitro* culture and single cell isolation.** F1 female mice (C57BL/6 x DBA/2) were superovulated and in the case of embryo collection, mated to C57BL6 males. MII oocytes were collected 14 hours post hCG injection in M2 medium (Sigma, M7167). Zygotes were collected 14–16 hours post hCG collection in M2 medium. Cumulus cells were removed by incubation for 5 min in 1 mg/ml Hyaluronidase-containing M2. Embryos were cultured in KSOMaa (Milipore, MR-106-D) in a low oxygen air chamber. Single blastomeres were isolated by first removing the *Zona pellucida* with Proteinase (Sigma, P5147-1 G, 5 mg/ml in M2 medium), followed by separating the cells with Trypsine (Trypsine-EDTA, T4049 Sigma). Single cells were picked with the help of a mouth pipette and a finely pulled glass capillary. All experiments were performed in accordance with the Swiss Animal Protection laws and institutional guidelines and were approved by Cantonal Veterinary Office (Basel-City, Switzerland).

### Preparation of pre-amplified single-cell cDNA

Specific target amplification was performed by pipetting single cells directly into 0,1 ml nuclease-free PCR tubes containing the CellsDirect™ One-Step qRT-PCR Kit (Invitrogen, 11753-100) reaction mix . Each reaction amounted 4.5 μl and contained 1.25 μl primers mix (192 forward and 192 reverse primers mixed at a final concentration of 500 nM each), 2.5 μl 2x CellsDirect master mix, 0.1 μl CellsDirect Enzyme mix, 0.1 ul Superase-In (Ambion, AM2696) and 0.55 μl DNA Resuspension Buffer (TEKnova, T0221). Reverse transcription was performed by incubation in a standard thermal cycler for 15 minutes at 50 °C, followed by 2 minutes at 95 °C and subsequently 18 cycles of PCR amplification (15 seconds at 95 °C and 4 minutes at 60 °C).

Residual primers were removed by adding 2 μl Exonuclease I master mix to the pre-amplified reactions. The Exonuclease I mastermix consisted of 0.4 μl Exonuclease I (New England BioLabs, M0293S), 0.2 μl 10x Reaction buffer (provided with enzyme) and 1.4 μl nuclease-free water. The samples were incubated for 30 min at 37 °C, followed by 15 min at 80 °C. The pre-amplified reaction products were diluted 5-fold and stored at −20 °C.

### Single-cell qPCR with BioMark 96.96 GE Dynamic Arrays

Sample Pre-Mix solutions were prepared in two 96-well plates for the 192 samples, using 2.7 μl of the pre-amplified cDNA, mixed with 3.0 μl 2X Sso Fast EvaGreen Supermix With Low ROX (Bio-Rad Laboratories, PN 172-5211) and with 0.3 μl 20X DNA Binding Dye Sample Loading Reagent (Fluidigm, PN 100-0388). The assay mix for the 192 assays was prepared by mixing 3.0 μl 2X Assay Loading Reagent (Fluidigm, PN 85000736) with 2.7 μl 1X DNA Suspension Buffer (Teknova, PN T0221) and 0.3 μl 100 μM each of Forward and Reverse Primer Mix. Four 96.96 GE Dynamic Array (Fluidigm, PN BMK-M-96.96) chips were loaded and run on a BioMark system as described by the manufacturer (Protocol ADP 41, Fluidigm).

### Data analysis and visualization

Data from the BioMark qPCR system was processed with Fluidigm Real-Time PCR Analysis Software, including quality control of the experiment and identification of unspecific products based on the product melting temperature. The Ct values obtained from the BioMark System were converted into relative expression levels by subtracting the values from the assumed baseline value of 30 (inverted Ct values). Cells with low or absent endogenous control gene expression levels were removed from analysis. We also removed genes with no specific signal from the analysis. The resulting values (156 genes and 189 samples) were normalized to the average signal for the endogenous reference genes *Ssu72, Hnrnpr* and *Ube2e1*, by subtracting the average inverted Ct value for the three reference genes from the respective expression value. The normalized expression values were analysed and visualised in R.

Correlation analysis of gene expression in the 16-cell and 32-cell stage was done with GraphPad Prism 6, by computing the nonparametric Spearman correlation and the respective p-values (two-tailed, confidence interval 95%), pairwise for all 156 genes. The correlation and p-value matrices were plotted in R using hierarchical clustering. Core lineage-specific genes were defined based on the clustering observed in the correlation and p-value matrices, ultimately giving two sets of ICM- and TE-specific genes respectively. We performed principal component analysis on the subset of 16- and 32-cell blastomeres samples and tested the relative contribution of each of the lineage-specific sets of genes when assigning a cell fate to a given sample. To do so, we took the average expression value of a given gene set, defined thresholds for low, mid and high expression and based on this, we assigned each sample as being ICM, TE or not defined (n.d.). In Fig 3c, we calculated a “Lineage score”, by taking the average expression value of ICM-specific genes and subtracting the average expression value of the TE-specific genes.

## Additional Information

**How to cite this article**: Nestorov, P. *et al.* Dynamic expression of chromatin modifiers during developmental transitions in mouse preimplantation embryos. *Sci. Rep.* **5**, 14347; doi: 10.1038/srep14347 (2015).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

## Figures and Tables

**Figure 1:**
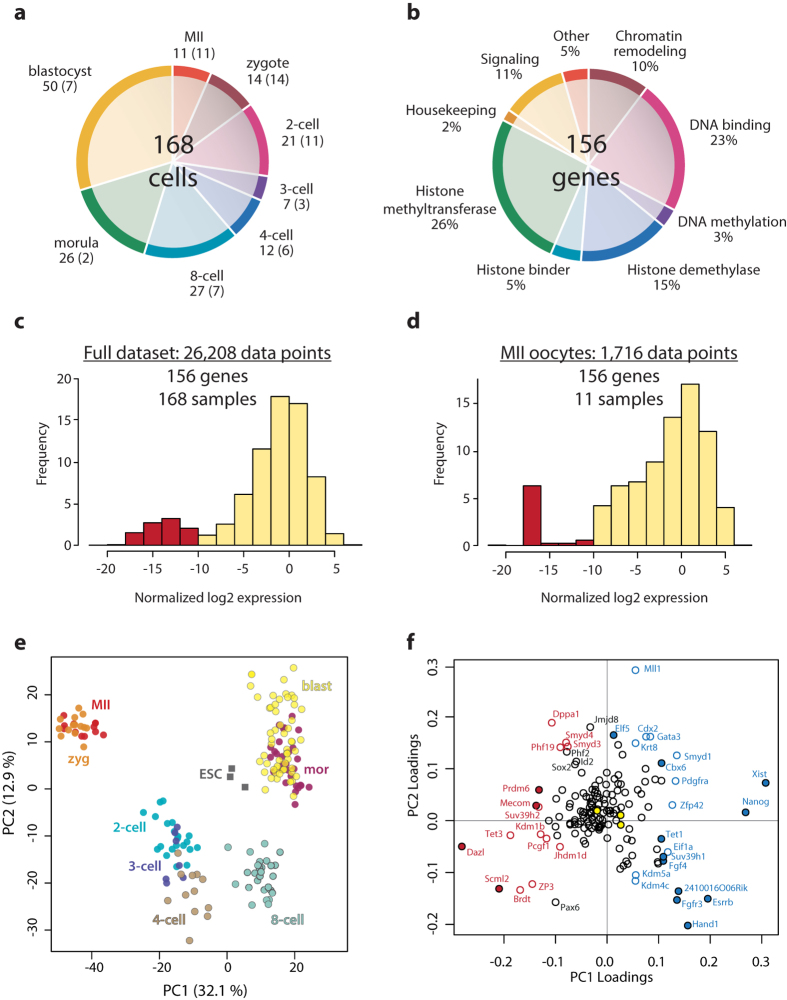
Single-cell expression of chromatin modifiers during preimplantation development. (**a**), Distribution of oocytes, zygotes and blastomeres according to stage. Numbers of embryos are shown in brackets. (**b**), Distribution of genes by suggested function. Since some genes are suggested to have multiple functions, the distributions are given as a percentage (some genes were attributed to more than one function). **c,** Frequency distribution of normalized log2 expression signal for the complete dataset. Red bars indicate samples below the defined threshold of detection of −10. (**d**), Frequency distribution of normalized log2 expression values for the MII oocyte samples only (maternal expression). Red bars indicate samples below the defined global threshold of detection of −10. (**e**), Principal component analysis (PCA) for complete dataset. Data points correspond to samples (single cells) and are coloured by embryonic stage. In addition, three samples from embryonic stem cells RNA (ESC) are included in the PCA. Percentages indicate the variability explained by the first and second principal component respectively. (**f**), Loadings plot for the PCA shown in Fig. 1e. The further away from the origin of the graph, the stronger it contributes to variability between the samples. Genes are colour-labelled based on their expression pattern. Filled red data points correspond to exclusively maternal genes, filled blue data points correspond to exclusively zygotic genes. Red circles correspond to predominantly maternal genes, blue circles correspond to predominantly zygotic transcript (showing expression in all stages, but with a clear trend towards maternal or zygotic expression respectively). Yellow data points indicate the three reference genes *Hnrnpr*, *Ssu72* and *Ube2e1*.

**Figure 2:**
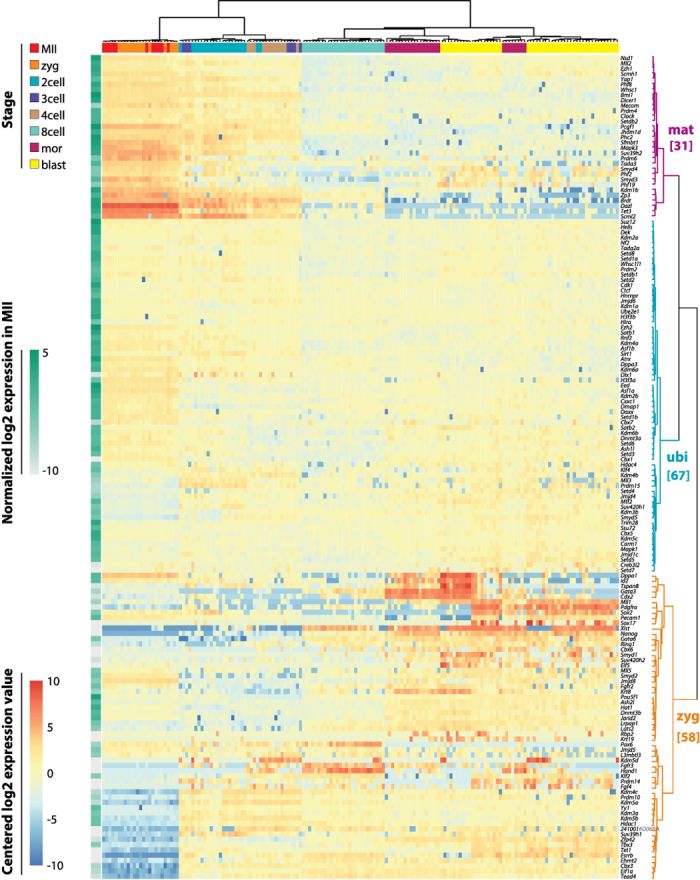
Expression patterns during preimplantation development. Heatmap of the normalized log2 expression data, centred by subtraction of the mean on a by-gene basis. The absolute expression level in MII oocytes is represented by the green heatmap column next to the main heatmap, serving as a reference for the maternal load of each gene. Hierarchical clustering highlighted three main branches, corresponding to “maternal”, “ubiquitous” and “zygotic” expression patterns.

**Figure 3:**
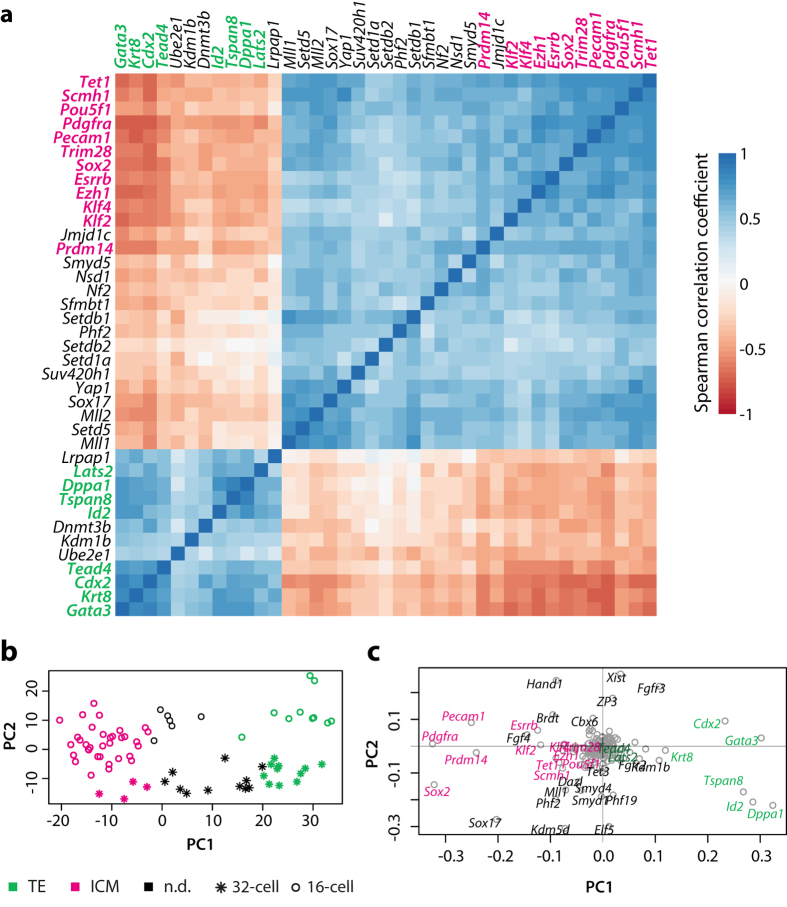
Lineage specific gene expression. (**a**), The expression of all genes in the 16-cell and 32-cell blastomeres was used to generate the clustered correlation matrix shown in Supp. Fig. 1a. Here, only the two anti-correlating clusters are given. Genes that were defined as “core lineage markers” are highlighted in purple (pluripotency, ICM) or green (trophectoderm, TE). (**b**), PCA plot for blastomeres of 16- and 32-cell embryos, coloured according to the lineage score, calculated from the expression of the highlighted genes in panel 3a (see also Supp. Table 3). The shape of the points indicates the stage, while the colour corresponds to the assigned cell fate. **c**, Loadings plot for the core lineage markers showing their relative contribution to the PCA in 3b.

**Figure 4:**
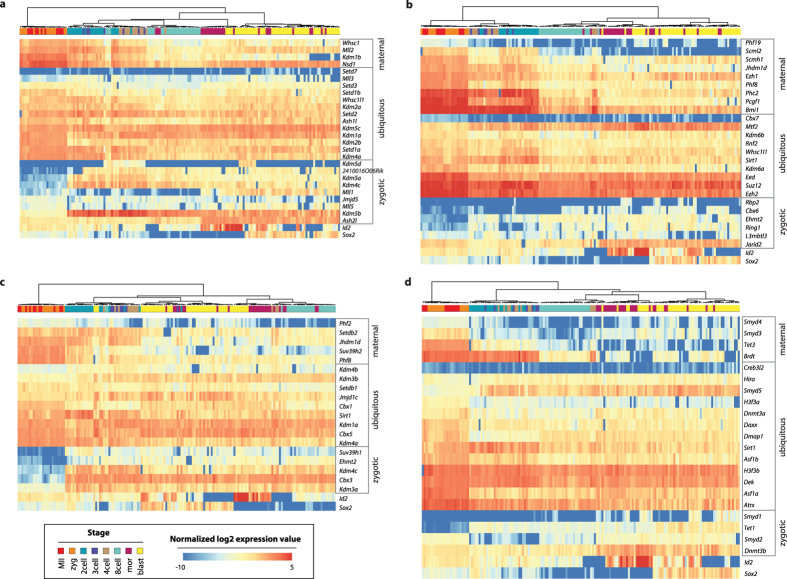
Expression dynamics of epigenetic pathways during preimplantation development. Heatmaps showing the normalized log2 expression values of genes coding for proteins that are associated with H3K4 and H3K36 methylation (**a**), H3K27 methylation (**b**), H3K9 methylation (**c**) and DNA methylation, histone variants, histone chaperones and SMYD family genes (**d**). The representation of the normalized log2 expression values allows comparison of expression intensities between genes. The annotation of the genes as “maternal, “ubiquitous” or “zygotic” corresponds to the clusters shown in Fig. 2. As a reference, the expression dynamics of the lineage-specific genes Id2 and Sox2 is also depicted.

How the deposited data were processed for this re-analysis (not part of the article)

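The data come from quantitative PCR of 192 assays on microfluidic chips after specific target amplification of single oocytes, zygotes, blastomeres, small groups of blastomeres, whole embryos and ESC RNA. The authors deposited a table of non-normalized values for 189 samples. It holds cycle thresholds (Ct, a score of PCR cycles on which lower means more transcript) as given by the BioMark software. Undetected genes are set to exactly 30, but 6 of all 36288 values lay above 30, with a highest Ct of 33.5. The authors also deposited a normalized table in log2 units, which the values show to be 30 minus the Ct relative to the mean of Gapdh, Hspa8 and Lmnb1. The methods of the paper name Hnrnpr, Ssu72 and Ube2e1 instead, and Supplementary Table 1 holds values relative to these. All main values were therefore computed from the deposited Ct as 30 minus the Ct, minus the mean of 30 minus the Ct of Hnrnpr, Ssu72 and Ube2e1. The deposited normalized table was kept as an alternative, chosen after the data were seen.

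Samples were assigned to stages, embryos and cell numbers from their labels, read together with the sample list of Supplementary Table 1 and the numbers in Fig. 1a. The stage of the 26 blastomere samples of the 16-cell stage follows the paper and Supplementary Table 1, since their labels are ambiguous. The main set is the 168 samples of the paper and the 156 genes marked as passed in the deposited table. The assays marked as failed (36), the 6 whole embryos of the 16- and 32-cell stages, the isolated ICM and trophectoderm groups, the ESC RNA samples and the 3 samples of the main stages that the paper left out were left out of the main set. Sensitivity per sample is described by the Ct of the control genes and by the number of undetected genes, since qPCR gives no read depth. RefSeq accessions matched 142 of the 156 assays to the reference names, 134 by the same symbol and 8 by a synonym.

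Expression classes follow the rule of the paper, with means over samples of a stage against the threshold of −10. In 1 of the 168 samples, of the 32-cell stage, a gene that was not detected has a value of −9.78, so it counts there as above −10. Principal components were computed from values centred per gene and not scaled. Hierarchical clustering used values centred per gene, Euclidean distance and complete linkage, and the tree was divided into 3 branches. The branch with the lowest mean difference between MII oocytes and 16-/32-cell embryos was named maternal, the highest zygotic and the other ubiquitous.

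Stages were compared with limma (lmFit and eBayes, version 3.58.1 in R 4.3.3) on the means of 58 oocytes or embryos, with all stages in the fit and Benjamini-Hochberg adjustment over 156 genes per comparison. Correlations between genes over 76 blastomere samples are Spearman coefficients, with two-sided p from the t approximation. The lineage score is the mean of 12 core ICM genes minus the mean of 8 core trophectoderm genes, as listed with Supplementary Table 3, with a tested gene left out of its own set. The p of each gene came from 100000 permutations of the score within the 9 embryos, two-sided around the mean over permutations, so that differences between embryos or stages do not enter, and was adjusted by Benjamini-Hochberg over 156 genes. The other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

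The limma comparison was tested on simulated data in which 40 of 156 genes were shifted, in 20 simulations for each size of shift. The simulated noise was normal, with 1 spread per gene at all stages and no floor, unlike the real values. It called 52.2% of genes shifted by 1, 73.9% by 2 and 96.0% by 4. The lineage test was tested on data in which 30 genes were tied to the score within embryos, in 10 simulations for each slope. It called 25% of tied genes at a slope of 0.3 SD and 100% at a slope of 1 SD. For each comparison with at least 3 units per group, 100 splits of the same units, the real one included, were fitted again. Numbers in the labels of samples do not pair them: over 116 pairs of equal number, the median correlation of deviations from the stage means was −0.0227.

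Genes named in the text follow a rule written beforehand: every gene the paper names in its results and discussion, the 10 genes with the largest difference between MII oocytes and 16-/32-cell embryos, and the 5 most positive and the 5 most negative rho with the lineage score among genes past the threshold that the paper does not name. Not every gene that meets the rule is used here. Genes outside this rule are named where they make up a class, a list or a count of few genes, and were chosen after their values were seen.

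Alternatives set before the data were examined were the thresholds −8 and −12, medians in place of means, means over oocytes or embryos, all mapped samples, whole embryos added, single cells only, a common floor at −10, each control gene left out, median normalization over genes expressed in every sample, no normalization, every sample as a replicate with and without the embryo as a random block, a block by replicate number, a filter on genes below −10 in both groups, a fit of the compared groups only, each 16-cell embryo left out, other linkages and distances, unit variance, 3 ESC samples added to the principal components, each late stage alone, values centred by embryo, permutation over all samples, and the ICM or the trophectoderm genes alone as score. Benjamini-Hochberg adjustment over all gene pairs was also set then. A grid of 175 clustering trees was added after the branch sizes were seen, as were the part of the 32-cell samples above the widest gap in the score, a 16-/32-cell mean over 84 samples and a regression on the control gene Ct.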

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

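The tests of Setd8 were chosen only after its result was seen, while what low RNA amount would give for Kdm5a and Smyd2 was written down before it was computed.

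In 1 of the 9 embryos of the 16- and 32-cell stages, a 32-cell embryo with 5 blastomere samples, the mean of Kdm5a was −3.97 where the other embryos averaged −1.89 ± 0.27 (SD, n = 8), and the mean of Smyd2 was −5.55 where the others averaged −2.36 ± 0.45 (SD, n = 8). Both lay farther from the nearest other embryo than Dixon's test allows at the 95% level. Of 46 genes tested in this way 2 stood out, where chance alone would give 2.3, so 2 such genes are no more than chance gives. The values rest on samples below the threshold of expression: Kdm5a was at or below −10 in 1 of the 5 samples, with a mean of −2.05 in the others, and Smyd2 in 2 of 5, with a mean of −1.63 in the others. Low RNA amount in the samples of that embryo could lead to such losses. Its mean reference Ct ranked 4 from the highest of 9 and its number of undetected genes ranked 2, which neither excludes nor requires this explanation, so loss of signal and a biological difference of this embryo cannot be told apart with 5 samples. No biological explanation was tested. Without this embryo, the difference between MII oocytes and 16-/32-cell embryos was 5.01 for Kdm5a and −0.18 for Smyd2, against 4.77 and −0.53 with it.

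Setd8 was associated with the lineage score in opposite directions at the 2 late stages. Its rho was 0.466 in 26 samples of the 16-cell stage (adjusted p = 0.0372) and −0.549 in 50 samples of the 32-cell stage (adjusted p = 0.000284), from permutations within embryos. The difference between the stages was tested by exchanging the stage labels of the 9 embryos: 1 of 36 exact splits gave a difference as large, p = 0.0278, the smallest that 2 embryos against 7 allow. By embryo with at least 6 samples, rho was 0.319 and 0.588 at the 16-cell stage and −0.497, −0.552, −0.717 and −0.6 at the 32-cell stage. Picking 1 gene among all genes tested is a technical explanation to weigh. With the 39 associations of the 32-cell stage held and the 16-cell score permuted within embryos, some such gene reached the p of Setd8 in the opposite direction in 11.9% of 20000 permutations. With the 40 associations of the 16-cell stage held and the 32-cell score permuted, 0 did. The association at the 16-cell stage is thus not beyond what picking 1 gene can give, the exact p is not adjusted for the picking, and with 26 samples of 2 embryos the picking and a real reversal cannot be told apart. A difference between the 2 sampled 16-cell embryos and others also stays open, since the biological stage is confounded with embryo. A change of Setd8 between stages is therefore a hypothesis, found and tested on the same samples, and the paper does not report it.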

How the results depend on the processing

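Tests and alternatives chosen only after the results were seen are those with the deposited normalized table, the 32-cell samples above the widest gap, the gene pairs without normalization, the regression on reference Ct, the 84-sample means, and all splits but those of MII oocytes against 16-/32-cell embryos.

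Over 25 summary results, 228 values were computed under alternatives set beforehand. Of these 175 stayed within 1.5 times the main count, or within the spread of the main value, and 53 moved. Of 30 values under added alternatives 20 stayed and 9 moved, and 1 lost significance. For the 46 genes whose stage pattern the paper states or that are among the 10 largest differences, the difference between MII oocytes and 16-/32-cell embryos kept its direction and its side of the threshold in 305 of 322 values, weakened in 4, strengthened in 5 and reversed in 8. For the 47 genes named for the lineage, the association with the score did so in 286 of 329, weakened in 33, strengthened in 3 and reversed in 7. Where values moved, the cause was not tested unless stated.

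The 5 counts with splits were 132 genes changed between MII oocytes and 16-/32-cell embryos, 3 between MII oocytes and zygotes, 107 between zygotes and 2-cell embryos, 51 between 2-cell and 4-cell embryos and 77 between 4-cell and 8-cell embryos. For each, 1 of 100 splits, the real one, gave a count as large, which is the smallest share that 100 splits can give. This argues against a chance division of the units as the source, but so few splits cannot exclude it. The count between MII oocytes and zygotes was 3 against 2 in another split, so it is the weakest of the 5. The highest count of another split was 109, 2, 96, 42 and 62. The first of these counts stayed between 126 and 136 under every alternative, and that between zygotes and 2-cell embryos between 93 and 137, the largest of the adjacent steps in each setting with all steps.

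The genes changed between MII oocytes and zygotes numbered 0 with all mapped samples, 0 with no normalization, 6 without Hnrnpr, 5 with median normalization and 21 with only the compared groups in the fit. With all mapped samples 11 and with no normalization 7 genes had an unadjusted p below 0.05 in limma. From the 2-cell to the 4-cell stage, only the compared groups gave 21, and from the 4-cell to the 8-cell stage no normalization gave 42.

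The 16-cell stage has 2 embryos. Genes changed between 8-cell and 16-cell embryos numbered 16 with no normalization, 78 with every sample as 1 replicate and 79 in the deposited normalized table. With either 16-cell replicate left out they ranged from 18 to 19, where the lone embryo is assumed to vary like the other groups. Genes changed between 16-cell and 32-cell embryos numbered 43 with whole embryos added, 27 without Ssu72, 26 with median normalization, 52 with no normalization, 75 with every sample as 1 replicate, 49 with the embryo as random block and 43 in the deposited normalized table, and ranged from 6 to 10 without either 16-cell replicate. Counting every sample as a replicate raises the number of values by construction, since blastomeres of 1 embryo are not independent.

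With the replicate number of the labels as a block, a pairing the values do not bear out, 85 genes changed between 8-cell and 16-cell embryos and 65 between 16-cell and 32-cell embryos.

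Among the expression classes, the threshold −8 gave 11 genes not expressed, and −12 gave 3 exclusively maternal and 0 not expressed, which follows from moving the threshold. Medians gave 6 exclusively zygotic and 7 not expressed. The deposited normalized table gave 7 zygotic, 17 maternal and 11 not expressed. The share of variance of PC1, 32.1% in the main setting, was 35.8% with the common floor, 39.996% with no normalization, 28.4% with genes scaled to unit variance and 41.2% in the deposited normalized table, and that of PC2 was 13.8% with unit variance.

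The branches of the hierarchical clustering moved under every alternative in at least 1 size, except in the deposited normalized table, where distances between centred genes are fixed by construction. For maternal, ubiquitous and zygotic, the common floor gave 102, 5 and 49 genes, average linkage 154, 1 and 1, Ward linkage 106, 26 and 24, and correlation distance 83, 28 and 45, and with all mapped samples the zygotic branch held 7.

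Gene pairs correlated across 16- and 32-cell blastomeres numbered 2002 in 16-cell samples alone, which are fewer, and 10269 with no normalization. Genes associated with the lineage score numbered 42 in single cells only, 40 in 16-cell and 39 in 32-cell samples alone, all with fewer samples, and 35 with no normalization. Of these, 41, 32, 37 and 35 were among the 68 genes of the main setting with the same direction. A similar or higher count did not mean the same genes, since 48 of 66 were shared with median normalization and 56 of 82 with the score permuted over all samples. The 4-gene mean lay on the same side of its median as the score in 64% of 32-cell samples, where the median score falls among the samples above the widest gap, so that this share does not measure the separation across the gap. Its rho was 0.0745 in the 32-cell samples above the gap.

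Histone demethylases higher and lower in 16-/32-cell embryos numbered 1 and 19 with no normalization and likewise 1 and 19 in the deposited normalized table. Histone demethylases associated with the lineage score numbered 2 in 16-cell samples alone, 2 in 32-cell samples alone, 1 with no normalization and 10 without Ssu72.

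Of the 132 genes changed between MII oocytes and 16-/32-cell embryos, 33 had the opposite sign with no normalization and 26 in the deposited normalized table. Among the 46 genes, the differences that reversed under both scalings were those of Elf5 (−3.23 and −2.49), Cdx2 (−1.10 and −0.36), Gata3 (−2.81 and −2.07), Krt8 (−1.79 and −1.05) and Dnmt3b: log2 difference between MII oocytes and 16-/32-cell embryos (−3.001 and −2.26). Of the 46 genes, Ring1 (−0.23) and Smyd5 (−0.44) reversed with no normalization alone. Genes outside the 46 that changed sign include Jmjd1c, Setd5 and Suv420h1 under both scalings and Prdm14 with no normalization alone. Both scalings move the difference of every gene by the same amount, and the median difference over all genes went from −0.35 to −4.65 and −3.91 (0.13 without Ssu72, −0.52 without Hnrnpr, −0.66 without Ube2e1, −0.09 with median normalization), so these reversals follow from the scaling itself. Without Ssu72, the result Dnmt3a: log2 difference between MII oocytes and 16-/32-cell embryos was 0.0566.

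Reversed associations were few. Setdb1: rho with the lineage score above its permutation mean reversed without Ube2e1 (−0.0483), with median normalization (−0.0886), with no normalization (−0.0936) and in the deposited normalized table (−0.0408). Setdb2: rho with the lineage score above its permutation mean reversed without Ube2e1 (−0.0126), with median normalization (−0.00642) and with no normalization (−0.0165). Setd1a: rho with the lineage score above its permutation mean reversed with no normalization (−0.0374). None of these passed the threshold in the main setting.

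Sensitivity of the assay limits what low values show. In ESC RNA, the signal rose by a median of 1.05 Ct per 2-fold RNA between 25 and 200 pg over 129 genes and by 1.14 between 32 and 800 pg over 124 genes, and 9 to 27 genes were not detected. A gene near the floor in late blastomeres, whose control genes had a higher Ct, cannot be told from an absent gene.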

Differences from the paper's values

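The clustering grid, the 84-sample means and the deposited normalized table were the tests chosen only after the difference was seen.

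The paper gives 67 genes in its ubiquitous branch, 58 in its zygotic branch and 31 in its maternal branch, where the main clustering gave 118, 31 and 7. Of the alternatives set before the data were examined, the common floor at −10 (49) and correlation distance (45) gave a zygotic branch within 1.5 times the paper's value, while all mapped samples (7), average linkage (1) and Ward linkage (24) did not. For the ubiquitous branch (143 with all mapped samples, 5 with the common floor, 1 with average linkage, 26 with Ward linkage, 28 with correlation distance) and the maternal branch (6, 102, 154, 106 and 83), no alternative came within 1.5 times. In the grid of 175 trees and 525 divisions, chosen after seeing the values and aimed at the paper's sizes, 0 had exactly these sizes. All 3 named branches came within 1.5 times in 4 of the divisions: 22 maternal, 82 ubiquitous and 52 zygotic with whole embryos and both isolated groups added to the main samples, Spearman distance and weighted linkage; 43, 52 and 61 with 189 samples and Ward linkage on either correlation or cosine distance; and 34, 70 and 52 with 189 samples, Spearman distance and weighted linkage.

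The paper counts 2 histone demethylases as lineage-specific, where 6 of 24 were associated with the lineage score in the main test. In 16-cell samples alone 2 passed, Jhdm1d and Kdm5b, and in 32-cell samples alone 2 passed, Jmjd1c and Kdm1b, which the discussion of the paper describes. The paper also names the demethylase Phf2 as correlated with core ICM genes, and Phf2 passed in neither stage alone. Its count does not rest on an adjusted p. The other alternatives set before the data were examined differ: ICM genes alone as score (9), trophectoderm genes alone (4), all mapped samples (5), centring by embryo (6), the common floor (6), median normalization (7), no normalization (1), permutation over all samples (8), single cells only (5), and without Hnrnpr (6), Ssu72 (10) or Ube2e1 (4).

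Of the 11 zygotic genes with high loadings 10 were higher in 16-/32-cell embryos, and of the 10 predominantly zygotic genes 9 were. The paper also lists Elf5 and Gata3 there, and their differences of 1.07 and 1.48 did not pass the threshold (adjusted p = 0.433 and 0.131). Both passed with the common floor at −10 (1.58 for Elf5 and 2.29 for Gata3).

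Among 24 histone demethylases 9 were higher and 12 lower in 16-/32-cell embryos than in MII oocytes, where the paper describes most as predominantly zygotic. Without Ssu72 12 were higher and 9 lower, and with median normalization 11 and 11.

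The paper describes Dnmt3a as predominantly maternal. Its difference was −0.42 (adjusted p = 0.236), and it was lower past the threshold without Ube2e1 (−0.73), with no normalization (−4.72) and, chosen after seeing the values, in the deposited normalized table (−3.98).

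In the SMYD family the directions of 4 of 5 genes were those the paper states, of which Smyd5 was reversed with no normalization (−0.44). Smyd2, which it describes as stronger after genome activation, had a difference of −0.53 (adjusted p = 0.558), below 0 under each scaling. Its mean was −2.18 in MII oocytes, −8.64 at the 4-cell stage and −2.57 at the 32-cell stage. The paper dates the expression of Smyd1 to the 8-cell stage; 5 of 27 samples were above −10 there, and 1 of 21 was at the 2-cell stage.

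The core members of PRC2, which the paper places among ubiquitously expressed genes, were above −10 in every sample, and all 3 were lower in 16-/32-cell embryos, by differences of −2.18 for Ezh2, −2.19 for Eed and −1.39 for Suz12.

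Of the 13 further genes the paper associates with the ICM, 7 passed the test within embryos. Setdb1, Setdb2, Setd1a, Suv420h1, Mll1 and Phf2 did not. With the score permuted over all samples 12 passed, all but Setdb2. Setd1a, Suv420h1 and Mll1 also passed without Ssu72 and with the ICM genes alone as score.

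The paper places most lineage-specific genes in its zygotic cluster. Of the 20 core lineage genes 7 were in the zygotic branch of the main clustering and 13 in the ubiquitous branch. Between 0 and 8 were in the zygotic branch under the alternatives, with 8 under correlation distance.

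Supplementary Table 2 lists, as the paper's values, 18 genes with an MII mean below −10, of which 3 are below −10 at the 16- and 32-cell stages too. The main classes held 15 exclusively zygotic genes and 3 not expressed, where the text of the paper gives 16 and 2. The late means of that table were off by up to 0.625 from the means over 76 samples and by at most 4.42e-05 from means over 84 samples that include whole embryos and both isolated groups, a set chosen after seeing the values.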

Other observations

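The tests of the floor, of RNA amount and of the isolated groups, and the correlation with embryo means below −10 set to −10, were chosen only after the results were seen.

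Rbp2, Kdm5d and Setd7 were below −10 both in MII oocytes and at the 16- and 32-cell stages, yet were higher in the latter by 5.50, 6.41 and 3.28 (adjusted p = 5.95e-10, 0.00153 and 0.0331 from limma). A technical explanation is the floor of the normalized scale, which differs between samples and rose by 3.98 from MII oocytes to late blastomeres. With every value below −10 set to −10, the difference of Rbp2 was 1.06 (adjusted p = 7.55e-05), which argues against the floor as the whole source of its difference. Kdm5d was detected above −10 in 11 of 76 late samples, from 2 embryos, with values from −2.62 to 1.03 and on average 11.4 above the floor of the same samples, and in 0 of 11 oocytes. This argues against the floor as the whole source of its difference, although with the common floor the difference of 2.16 did not pass the threshold (adjusted p = 0.0990), with 7 of the 9 embryos without such a sample. Setd7 was detected above −10 in 4 of 11 oocytes and 23 of 76 late samples, and its difference was 0.50 with the common floor (adjusted p = 0.232), so a rise of the floor and a rise of expression cannot be told apart for Setd7. The developmental stage stays open as an explanation. So does the sex of the embryo for Kdm5d, which lies on the Y chromosome. Kdm5d was detected above −10 in all 5 and all 6 blastomere samples of the 2 embryos that had any such sample. The Rbp2 assay is on chromosome 9, where the reference places Rbp2, while Kdm5a on chromosome 6 carries RBP2 as a synonym.

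The number of genes associated with the lineage score could reflect a difference in RNA amount between samples, since the mean reference Ct had a rho of 0.382 with the score, against a mean of 0.298 over permutations within embryos (permutation p = 0.277). With the reference Ct regressed out of gene and score ranks, 62 genes were associated, of which 58 were among the 68 of the main test. This argues against RNA amount as the source of most associations.

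Xist differed widely between embryos from the 8-cell stage on, with embryo means from −17.5 to 5.76. The sex of the embryos was not recorded in the labels. If sex were the source, Kdm5d on the Y chromosome would be high where Xist is low. Over 22 embryos, Pearson r of Xist and Kdm5d was −0.656 (permutation p = 0.0012) and −0.844 without the 2 farthest embryos, but Spearman rho was −0.249 (permutation p = 0.263). Within the 8-cell stage (7 embryos, exact permutation test) r was −0.325 (p = 0.399), or 0.890 without the 2 farthest embryos, and rho 0.25 (p = 0.595), and within the 16- and 32-cell stages (15 embryos, permutation test) r was −0.815 (p = 0.00033) and rho −0.454 (p = 0.0900). With embryo means below −10 set to −10, r was −0.837 (permutation p = 4e-05) and rho −0.707 (permutation p = 0.00023). Kdm5d was detected above −10 in some sample of 6 embryos, Xist in 18, both in 3 and neither in 1. In the 6 embryos with Kdm5d detected, mean Xist was −6.30 or lower. In the others it was 0.63 or higher, except in the 1 8-cell embryo with neither gene detected. This is the pattern that sex would give. Spearman rho also ranks undetected Kdm5d values, which are set by the control genes, so rho cannot decide the question. It passed the threshold only with the floor chosen after the results were seen. Sex may contribute, but it cannot be told apart from other sources of variation without recorded sexes.

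The isolated ICM group and the isolated trophectoderm group are 1 sample each, so nothing about them was tested against replicates. Their lineage scores were −0.48 and −4.24, at percentiles 20 and 18 of the 32-cell blastomere samples. All 12 core ICM genes were higher in the ICM group and all 8 core trophectoderm genes were higher in the trophectoderm group. In the ICM group, 8 of 8 core trophectoderm genes were at or above their median over 32-cell blastomeres. Trophectoderm cells in the isolated ICM group could give such values, but a pool averages many cells on the linear scale, which raises a gene expressed in few cells above the median of single cells, so both cannot be told apart.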
